A study of Homo sapiens with 6 samples.

How the data were processed

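Total RNA from 6 human pineal glands was sequenced, 1 library per gland. The pineal gland is the part of the brain that makes melatonin at night. Per the labels, 2 glands came from people who died around midday and 4 from people who died around midnight, in windows of 11 to 13 and 23 to 1 hours. Glands are named here by group and replicate, midday 1 to 2 and midnight 1 to 4. Replicate numbers follow the order of the records and pair nothing. Each gland came from a different person per the labels, so p-values cover differences between people as well as time of death.

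Per the labels' protocols, stranded libraries were made from 1 µg of total RNA after ribosomal RNA was depleted, with inserts of about 170 bp. They were sequenced to 126 bp paired reads. RNA integrity numbers ran from 7.3 to 8.7 over the series, and values per gland were not given in the sources used here. The submitters' processing notes name CASAVA 1.8.2, STAR 2.3.0e, FastQC, and featureCounts of the Subread package, with the GRCh37 (hg19) build and Gencode 19. The strand setting of the counting step was not given in the sources used here.

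The authors deposited 1 table of FPKM, fragments scaled by gene length and by a total per library, with 55765 rows named by gene symbol. FPKM are not counts, so tests were run on a log scale. Low values stood at whole multiples of a step that depends on gene length, which gave back the total used for scaling in each gland. All 27856 genes above 0 in all 6 glands came out as whole reads within 0.01 reads, 5813 with the annotated length and 22043 with a length found by search. A searched length can be off by a whole factor, which would scale the reads of that gene alike in all glands. The totals behind the FPKM were 24313028 and 24300630 fragments for midday 1 and 2, and 26603026, 24564160, 22584699 and 23584353 for midnight 1 to 4. Counting error at this depth is small for genes of many reads and large for genes of a few reads. Counting intervals cover counting error only.

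Gene symbols were matched to GENCODE 44 lifted to GRCh37 for chromosome, strand and gene type. By current symbol 33529 rows matched, 1920 matched by an older symbol, and 20316 had no match. Because the glands are from people, 495 rows placed on chromosome Y or made by the X inactivation centre were left out of every test and table, and no donor trait was used. Other genes of chromosome X were kept.

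Genes with a mean of at least 0.5 FPKM over the 6 glands were tested, 22820 in all, on log2(FPKM + 1) with limma 3.58.1 in R 4.3.3, as midnight minus midday. The fit used lmFit and eBayes with a trend in mean level, two-sided, with Benjamini-Hochberg adjustment and a threshold of 0.05. Log2 differences are on the log2(FPKM + 1) scale, which understates changes of low genes. An exact permutation test of 2 against 4 glands has 15 splits, too few for a p below 0.05, so none was used for single genes. A total of 30 gene lists was fixed before the data were examined, 18 of pathways and 12 of cell type markers. They were tested with limma's camera at a preset correlation of 0.01 between genes, with adjustment over the 30 lists. Camera with an estimated correlation and fry, limma's rotation test of a list on its own, were run beside it.

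Genes named in the text follow a rule set before the data were examined. It takes 15 melatonin and clock genes whatever their result, and 10 genes in each direction by largest change among those past the threshold, filled up by smallest p where fewer passed. The latter need a mean of at least 1 FPKM and every midnight gland on the same side of both midday glands. Clone-based names, pseudogenes, HLA, immunoglobulin and T cell receptor genes, and genes with common whole-gene deletions are counted and not named. The rule adds up to 4 members of each list past the threshold, up to 2 of each other list, and the 5 genes with the highest mean. Values of 2 genes that the rule takes are not reported here. Other members are named as examples of a list and were chosen after their values were seen.

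The steps were tested on simulated data. Counts for the 22820 genes of the midnight against midday comparison were drawn from the real means and totals, with a dispersion that followed the trend over mean level only, in 5 tables with 200 changed genes each. In that simulated 4 against 2 comparison the gene test called 54.6% of genes changed 2-fold, 92.5% of genes changed 4-fold and 95.5% of genes changed 8-fold, with 13.6 false calls per table. Real genes scatter around the trend, so these shares are upper estimates. They were pooled over the changed genes and not split by mean level, so they do not give the share for genes of few reads. A planted list of 20 genes raised 1.5-fold was called in 5 of 5 tables, and in 4 of 5 with an estimated correlation, and 0 of 145 random lists were called. The random lists hold no correlation between genes.

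Alternatives set before the data were examined were a pseudocount of 0.1, no filter, a filter at 2 FPKM, median-of-ratios scaling, quantile normalisation, no trend, array weights, an estimated correlation, and leaving out each gland. With a single midday gland left, that gland was assumed to vary like the rest. Limma-voom on the recovered reads and a limit to genes of at least 200 bases were added after the data were seen. Figures were drawn with matplotlib 3.10.9.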

Results

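Gene expression was measured by RNA sequencing in 6 human pineal glands, 2 from deaths around midday and 4 from deaths around midnight, to compare the gland's transcriptome between day and night. The FPKM of each gland rested on 22584699 to 26603026 fragments. Between 18502 and 19551 rows reached 1 FPKM in a gland. Per the labels each gland came from a different person, so all 6 were counted as separate samples. No pair looked like 1 library deposited more than once, with a chi-square per degree of freedom of 25.9 to 59.9 over genes.

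The glands carried transcripts of melatonin synthesis genes at both times, at levels that differed widely between genes. Means over the 6 glands were 92.8 FPKM for ASMT and 82.9 for AANAT, but 5.87 for PTS and 1.12 for SLC18A1. TPH1, which encodes the hydroxylase that starts the pathway from tryptophan, had the highest mean of all nuclear protein-coding genes, at 1359 ± 151 FPKM at midday (SD, n = 2) and 1503 ± 167 at midnight (SD, n = 4). RBP3, which encodes a retinoid carrier of photoreceptor tissue, was at 538 ± 45.6 and 609 ± 133 FPKM. OTX2, a transcription factor gene of pineal and retinal development, stood at 371 ± 51.6 FPKM at midday and 290 ± 25.1 at midnight. The highest rows of the table were the small structural RNAs RN7SK, RN7SL2, RMRP, RPPH1 and RN7SL1. The 5 highest rows of a gland held 39.92 to 43.98% of its summed FPKM, and were these RNAs except in midnight 1, where MT-CO1 took the place of RN7SL1.

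Single genes were then compared between midnight and midday. No gene differed past the threshold. AANAT, which encodes the enzyme that acetylates serotonin, was at 71.5 ± 15.6 FPKM at midday (SD, n = 2) and 88.6 ± 18.8 at midnight (SD, n = 4). Its log2 difference was 0.30 with a standard error of 0.22 and a 95% interval from -0.24 to 0.83. Midday 1 was lowest for AANAT at 60.5 FPKM. Midday 2 at 82.6 lay above midnight 2 and 3, at 73.7 and 71.7, and below midnight 1 and 4, at 99.1 and 109.7. The last enzyme gene of the pathway, ASMT, was at 89.8 ± 25.1 and 94.2 ± 34.0 FPKM, a log2 difference of 0.04 ± 0.31 (SE). DDC, the decarboxylase gene, was at 28.2 ± 13.2 and 35.9 ± 13.5 FPKM, and TPH1 had a log2 difference of 0.14 ± 0.23 (SE). The signs for ASMT and TPH1 turned under quantile normalisation, to -0.03 and -0.14, and the sign for ASMT also under array weights, to -0.01. With single glands left out ASMT was -0.25 without midday 2 and -0.19 without midnight 2, and DDC was -0.16 without midday 1.

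Clock genes were compared in the same way. Among the repressor genes, PER2 and PER3 were lower in every midnight gland than in both midday glands, at 5.88 ± 0.733 against 6.73 ± 0.0568 FPKM and 16.0 ± 3.03 against 19.8 ± 0.361. For PER2 the margin was small, with midnight 4 at 6.677 and midday 2 at 6.690 FPKM (limma unadjusted p = 0.22). PER1 was at 17.68 ± 2.304 FPKM at midday and 23.6 ± 10.2 at midnight. DBP, a clock output gene, had the smallest p among the 15 genes fixed beforehand, with 17.4 ± 0.385 FPKM at midday and 11.7 ± 3.71 at midnight and a log2 difference of -0.58 ± 0.27 (SE, limma adjusted p = 1.00). ARNTL, the gene of the activator BMAL1, was higher in every midnight gland, at 4.996 ± 0.526 against 4.33 ± 0.235 FPKM. Its margin was small too, with midnight 1 at 4.499 and midday 2 at 4.492 FPKM (limma unadjusted p = 0.22). NR1D1, which encodes the repressor REV-ERB alpha, was at 35.6 ± 10.9 and 24.3 ± 9.88 FPKM, with the glands overlapping. The log2 differences of CRY1, CRY2, CLOCK, NPAS2 and NR1D2 were 0.21, 0.25, -0.11, -0.17 and -0.08, and none passed the test.

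**Figure D1:**
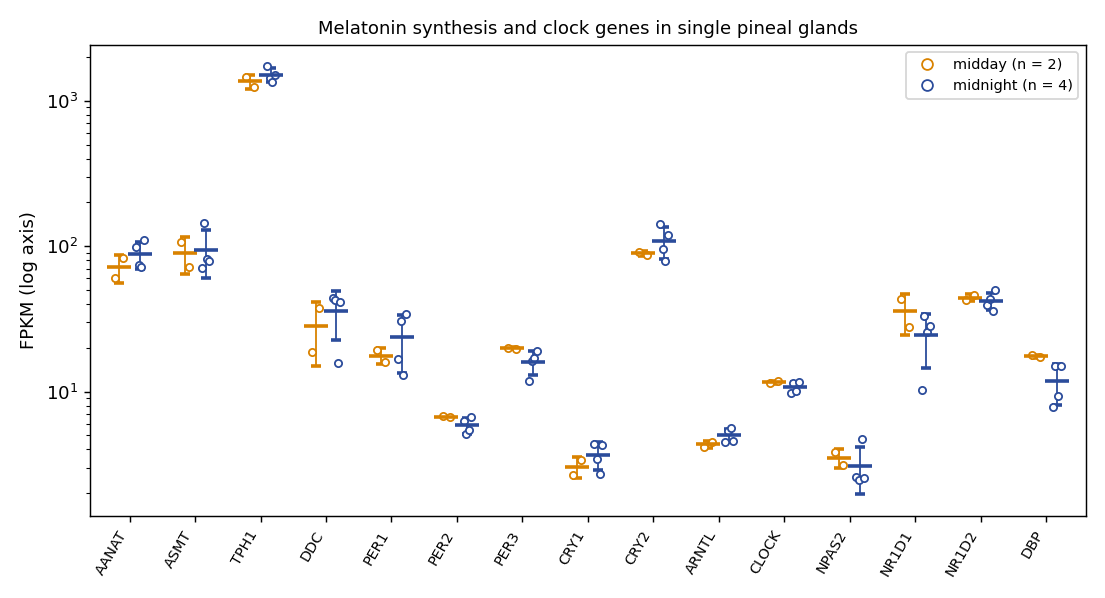
FPKM on a log axis for the 4 melatonin synthesis genes and 11 clock genes fixed beforehand, with an open circle per gland, a bar at the group mean and whiskers of 1 SD. The groups overlap for AANAT and ASMT, while both midday glands lie above all 4 midnight glands for PER2, PER3 and DBP. For PER2 the closest glands are midday 2 at 6.690 and midnight 4 at 6.677 FPKM.

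Of the 22820 genes tested by limma, 0 passed an adjusted p of 0.05, and the smallest adjusted p was 0.219. At an unadjusted p under 0.05 there were 824 genes, 3.61% of those tested, of which 318 were higher at midnight and 506 lower. Limma-voom on the recovered reads also called 0 genes, with 797 at an unadjusted p under 0.05. All 4 midnight glands lay above both midday glands for 791 genes and below them for 1752, together 11.1% of genes, against 13.3% by chance. The median log2 difference of all tested genes was -0.03, against 0.005 with median-of-ratios scaling. The excess of genes lower at midnight was therefore not separated from a shift of the whole scale. The median standard error of a difference in log2(FPKM + 1) was 0.17. Only without the filter on low values did the count leave 0, with 9 genes called lower at midnight, none with more than 2 reads in any gland.

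The genes with the smallest p among those separated between the times are given as values, since none passed. Higher at midnight was DUSP1, an immediate early phosphatase gene, at 170.6 ± 61.1 FPKM (SD, n = 4) against 47.2 ± 23.2 (SD, n = 2), a log2 difference of 1.86 ± 0.38 (SE, limma adjusted p = 1.00). ANKRD37, a gene induced by hypoxia, was at 4.93 ± 0.529 against 2.28 ± 0.204 FPKM, with 0.85 ± 0.13 (SE, limma adjusted p = 0.702). NELL2, which encodes a secreted neuronal glycoprotein, was at 12.3 ± 3.87 against 4.11 ± 1.52 FPKM. BCL3, TMEM231, PKIB and SPESP1 had log2 differences of 0.85, 0.65, 0.98 and 0.82. The microRNA rows MIR4263, MIR151A and MIR593 rested on 2 to 24 reads per gland.

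Lower at midnight were 3 olfactory receptor genes of chromosome 9, OR1N2, OR1J4 and OR1Q1, which lie at 125281420 to 125377961 on GRCh37. OR1N2 was at 0.525 ± 0.235 FPKM at midnight (SD, n = 4) and 4.01 ± 0.977 at midday (SD, n = 2), a log2 difference of -1.72 ± 0.21 (SE, limma adjusted p = 0.287). OR1J4 and OR1Q1 had log2 differences of -1.60 and -1.96. Another 4 rows, MEG8, MIR770, SNORD113 and SNORD114-24, were matched to the imprinted noncoding RNAs of chromosome 14. MIR770 lies within the noncoding RNA gene MEG3 on the same strand, so its reads may be those of MEG3. The SNORD113 row had a length of 464 bases against a matched locus at 101422577 to 101422649, so it may not stand for that locus alone. MEG8 was at 1.70 ± 0.295 FPKM at midnight and 3.95 ± 0.0892 at midday, a log2 difference of -0.88 ± 0.14 (SE, limma adjusted p = 0.722). MIR770 was at 5.18 ± 1.36 and 15.1 ± 4.15 FPKM. SNORD114-24 had 0 reads in all 4 midnight glands and at most 8 in a midday gland. PCDH20, a protocadherin gene, FNDC1 and SNORA13 had log2 differences of -0.91, -1.03 and -1.30.

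**Figure D2:**
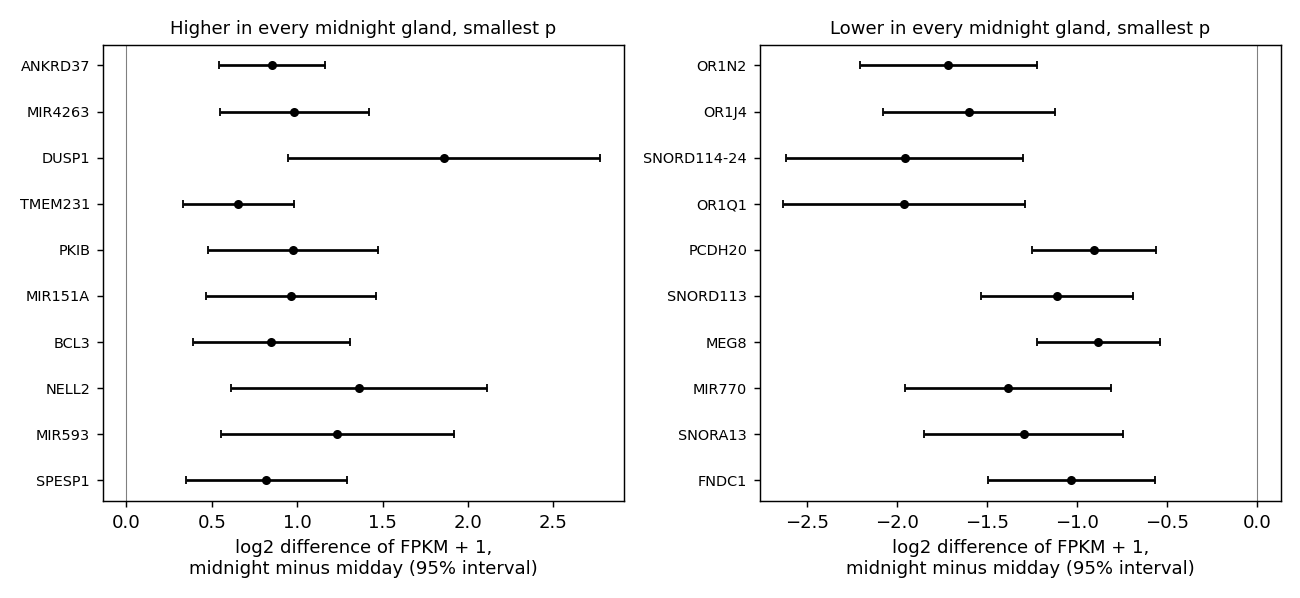
Log2 difference of FPKM + 1, midnight minus midday, with its 95% interval from limma for the 10 genes per direction with the smallest p among genes separated between the groups. None passed the adjusted threshold, and the largest differences were 1.86 for DUSP1 and -1.96 for OR1Q1 and SNORD114-24.

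Gene lists fixed beforehand were compared next. With camera's preset correlation 6 of 30 lists passed, 5 toward midnight and 1 toward midday, and none passed when the correlation was estimated. By fry 0 lists passed, with a smallest adjusted p of 0.994 for a shift in 1 direction and 0.340 for changes in either direction. The immediate early list, genes induced within minutes by stimulation, had 17 of 22 members above 0 and a mean log2 difference of 0.51. DUSP1, EGR4, NR4A1 and FOSB were its 4 genes past the threshold adjusted over the list alone, against 0 adjusted over all genes. NR4A1 was at 45.9 ± 12.9 FPKM at midnight (SD, n = 4) and 19.6 ± 7.90 at midday (SD, n = 2), and FOSB at 16.2 ± 5.22 and 6.55 ± 2.91. IER3, IER5, MYC and ZFP36 had log2 differences of -0.46, -0.39, -0.35 and -0.48, and KLF6 lay just below 0. Camera gave the list an adjusted p = 1.9e-09, and an adjusted p = 0.784 with an estimated correlation. Its mean was 0.16 without midday 1 and 0.86 without midday 2.

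The cAMP-responsive list holds targets of the messenger that drives the rodent pineal at night, and shares DUSP1, NR4A1 and FOSB with the immediate early list. It had 13 of 16 members above 0 and a mean log2 difference of 0.67, with 4 members past the threshold adjusted over the list alone and 0 over all genes. RGS2, a regulator of G protein signalling, was at 9.90 ± 2.18 FPKM at midnight and 4.98 ± 2.05 at midday, and CREM, a cAMP-responsive transcription factor gene, at 23.8 ± 8.80 and 12.7 ± 2.94. Camera gave an adjusted p = 3.2e-08, and an adjusted p = 0.784 with an estimated correlation. Every midnight gland had a higher list mean than both midday glands, though midnight 3 at -0.21 stood close to midday 2 at -0.23, relative to the mean of all glands.

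Genes induced at night in the rodent pineal had 11 of 18 members above 0 and a mean log2 difference of 0.31, with 0 past the threshold adjusted over the list alone and 0 over all genes. The list shares 9 tested members with the cAMP-responsive list, with a mean of 0.62, and the 9 it does not share had 3 above 0 and a mean of -0.01. PDE10A was at 36.6 ± 8.36 FPKM at midnight against 24.2 ± 0.126 at midday, and MAT2A at 189.6 ± 59.6 against 110.6 ± 17.6. The adjusted p was 0.0032 by camera, and the adjusted p = 0.784 with an estimated correlation. Without midday 1 or midnight 4 the list no longer passed, with camera adjusted p of 0.169 and 0.0571 and means of 0.13 and 0.21, and without midday 2 the mean was 0.48.

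The melatonin synthesis list did not pass, with 8 of 11 members above 0, a mean log2 difference of 0.16 and a camera adjusted p = 0.0564 (adjusted p = 0.784 with an estimated correlation). PTS, an enzyme gene of the tetrahydrobiopterin cofactor, was at 6.36 ± 0.352 FPKM at midnight and 4.90 ± 0.212 at midday, and SLC7A5, an amino acid transporter gene, at 71.7 ± 13.2 and 49.0 ± 10.4. The counts were 0 adjusted over the list alone and 0 over all genes. Midnight 3 had the lowest list mean of all glands, and without it the mean was 0.25 with a camera adjusted p = 0.0038. Midnight 1 had the highest, and without it the mean was 0.10 with a camera adjusted p = 0.336. Midnight 3 was also lowest for the pinealocyte markers, at -0.35 relative to the mean of all glands, and the cause was not tested.

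Heat shock genes had 16 of 18 members above 0 and a mean of 0.22, led by CRYAB, a small chaperone gene, at 80.0 ± 10.3 FPKM at midnight and 50.4 ± 9.59 at midday. The list had 0 genes past the threshold adjusted over the list alone and a camera adjusted p = 0.0013 (adjusted p = 0.784 with an estimated correlation). HSPD1 and HSPE1, the mitochondrial chaperonin genes, had log2 differences of 0.47 and 0.41, and HSPB1 had 0.27. The list mean moved with that of the astrocyte markers, both being highest in midnight 3, at 0.49 and 0.69 relative to the mean of all glands, and lowest in midday 1, at -0.26 and -0.49. Without midday 1 or midnight 3 this list did not pass, at camera adjusted p of 0.0986 and 0.0758 and means of 0.10 and 0.08, and without midday 2 the mean was 0.33.

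Lists of markers of other cell types were tested as well. All 9 tested markers of choroid plexus and ependyma, the tissue lining the ventricle beside the gland, lay above 0 with a mean of 0.56. TTR, the transthyretin gene, was at 608 ± 289 FPKM at midnight and 326 ± 175 at midday. FOXJ1, C1orf192 and PIFO, genes of ciliated cells, had log2 differences of 0.75, 0.90 and 0.43. Camera gave the list an adjusted p = 9.5e-05 (adjusted p = 0.784 with an estimated correlation), with 0 genes adjusted over the list alone. Endothelial markers had 9 of 11 members below 0, a mean of -0.23 and a camera adjusted p = 0.0256 (adjusted p = 0.784 with an estimated correlation), with 0 genes adjusted over the list alone. VWF and CLDN5 had log2 differences of -0.55 and -0.44, and ESAM and FLT1 -0.41 and -0.29. The endothelial list did not pass without midday 2, midnight 1 or midnight 3, at camera adjusted p of 0.545, 0.0797 and 0.179, and its mean was -0.10 without midday 2 and -0.36 without midday 1. Astrocyte markers did not pass at a camera adjusted p = 0.0975, with 7 of 11 above 0 and 0 genes adjusted over the list alone, and midnight 3 had the highest mean at 0.69 against -0.49 in midday 1. The mean over the list of 0.29 was -0.01 without midday 1, and the list passed without midday 2, midnight 2 or midnight 4, with means of 0.59, 0.41 and 0.38 and camera adjusted p of 0.0042, 0.0207 and 0.0229.

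**Figure D3:**
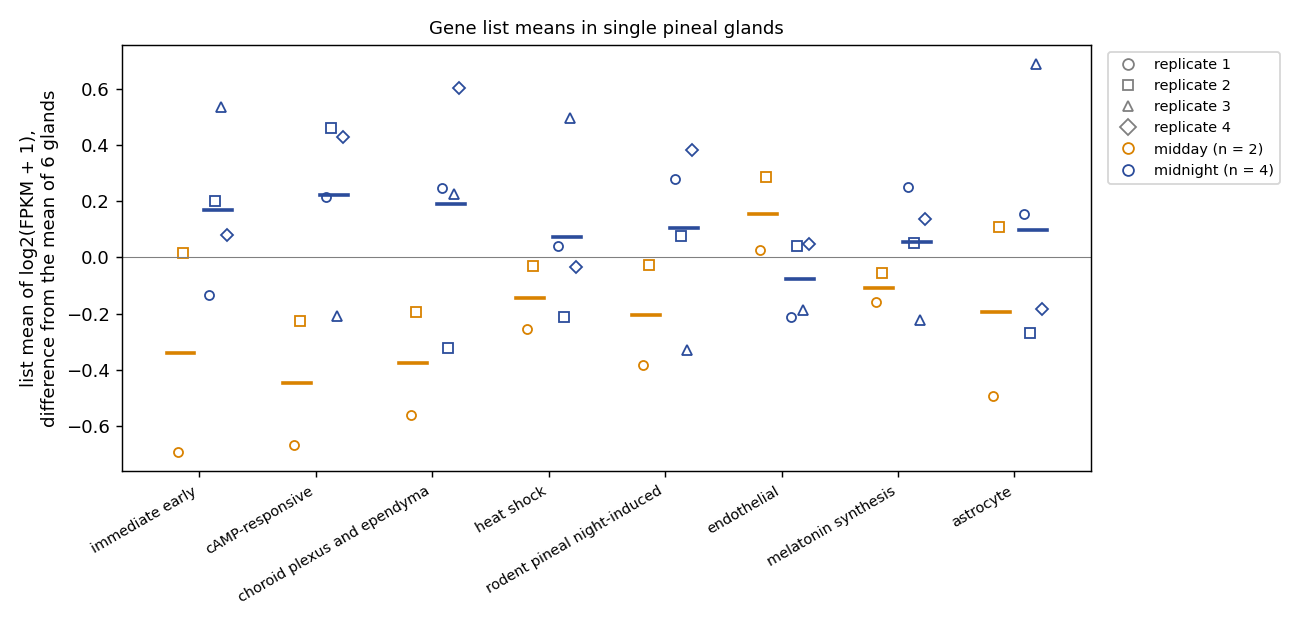
Mean of log2(FPKM + 1) over the members of each list per gland, as the difference from the mean of the 6 glands, for the 6 lists past the camera threshold and the melatonin synthesis and astrocyte lists. Symbols mark replicates, colours the groups and bars the group means, and only the cAMP-responsive list has all midnight glands above both midday glands, with midnight 3 at -0.21 and midday 2 at -0.23.

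The other 22 lists did not pass. Clock genes of the PER, REV-ERB and PAR-bZIP arm had 3 of 12 above 0 (camera adjusted p = 0.290), with BHLHE40 higher in every midnight gland, at 97.2 ± 20.4 FPKM at midnight and 58.5 ± 20.6 at midday, and the BMAL1 arm had 4 of 7 above 0 (0.578). Interferon-stimulated genes had 13 of 17 below 0 (0.0564), with OAS3 and IFITM1 at log2 differences of -0.34 and -0.56. This list passed in 6 of 9 alternative settings, but not with an estimated correlation (adjusted p = 0.784), and its mean of -0.16 was 0.05 without midday 2 and -0.37 without midday 1. Hypoxia genes had 14 of 19 above 0 (0.0975), with ANKRD37 the 1 gene past the threshold adjusted over the list alone and SLC2A1 at -0.37. Glucocorticoid-responsive genes had 6 of 14 above 0 (0.847), with DUSP1 the 1 gene adjusted over the list alone and SGK1 at -0.57. In phototransduction 18 of 27 lay above 0 (0.1999), with GUCY2D at -0.44 and GNAT2 at 0.87. Adrenergic receptors and cAMP machinery had 8 of 18 above 0 (0.847), with a mean of 0.05, a median of -0.02 and PRKAR2B at -0.33. Pineal and photoreceptor transcription factors had 8 of 14 above 0 (0.578), with a mean of -0.01, a median of 0.03 and BARHL2 at 0.50.

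Acute inflammation genes had 6 of 13 above 0 (camera adjusted p = 0.578), with LIF at 0.46 and SELE at -0.58, the latter turning to 0.24 without midday 2. The list passed in opposite directions with either midday gland left out, with a mean of -0.61 without midday 1 (0.0032) and 0.54 without midday 2 (0.00011). Mitochondrially encoded mRNAs had 11 of 13 above 0 (0.128), with MT-ATP8 at 0.66 and MT-ND4L at 0.34, nuclear oxidative phosphorylation genes 11 of 32 (0.815), with SDHD at 0.26, and ribosomal protein genes 30 of 72 (0.847), with RPL9 at 0.28 and RPS29 at -0.21. Synaptic vesicle and ribbon genes had 7 of 17 above 0 (0.578), with SNAP25, a membrane fusion gene, at 183.4 ± 5.96 FPKM at midnight and 146.8 ± 5.09 at midday. Pinealocyte markers had 9 of 10 above 0 with a mean of 0.08 (0.178), which was -0.04 without midday 2, and the list passed without midday 1 (mean 0.21, 0.0447) and without midnight 3 (0.21, 0.0116). Among cell types, microglia and macrophage markers had 5 of 12 above 0 (0.715), with TMEM119 at 0.25 and ITGAM at -0.12, fibroblast and meningeal 8 of 10 (0.1999), with COL1A1 at 0.57 and OGN at -0.76, and smooth muscle and pericyte 2 of 10 (0.578), with RGS5 at -0.47. Oligodendrocyte markers had 9 of 10 above 0 (0.126), with MAG at 0.43, and neurons outside the pineal 3 of 4 (0.358), with GAD1 at 0.22. Blood cell markers were sparse, with 1 of 3 tested erythrocyte, 2 of 2 neutrophil and 0 of 1 lymphocyte markers above 0 (0.847, 0.455 and 0.796). Camera ranked the acute inflammation, ribosomal protein, erythrocyte and pineal transcription factor lists toward midnight though their means were -0.04, -0.02, -0.04 and -0.01. The glucocorticoid, synaptic and microglia lists had means of 0.02, 0.0035 and 0.01 and medians of -0.11, -0.02 and -0.02. Apart from the hypoxia and glucocorticoid lists, these lists had 0 genes past the threshold adjusted over the list alone, and 0 in any list passed over all genes.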

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

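In the midnight group of 4 glands, 11 of the 131 results examined had 1 gland far from the other 3, measured as its gap to the nearest gland divided by the range of the group. Chance alone picks about 1 in 20. Midnight 3 was the gland apart in 7 of the 11, and no explanation was tested for these values. Relative to the mean of all glands, midnight 3 also had the lowest pinealocyte and phototransduction list means, at -0.35 and -0.36. Its astrocyte list mean was the highest, at 0.69.

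Midnight 3 was lowest for the melatonin pathway genes DDC, at 15.8 FPKM against 41.16 to 44.001 in the other 3 (gap over range 0.899), and SLC7A5, at 52.0 against 76.5 to 80.3 (0.868). It was highest for TTR at 1037 FPKM against 404.0 to 505.2 (0.840), NPAS2 at 4.74 against 2.47 to 2.57 (0.957), ITGAM at 1.06 against 0.647 to 0.697 (0.878), MNDA at 1.76 against 1.02 to 1.11 (0.879) and RPPH1 at 13234 against 10271 to 10736 (0.843). Midnight 2 was highest for ASMT at 144.7 FPKM against 70.6 to 82.0 (0.846) and lowest for SNORD113 at 0.439 against 0.763 to 0.822 (0.846). Midnight 4 had the highest mean of the pineal and photoreceptor transcription factors, at 0.06 against -0.03 to -0.02 (0.885). Midnight 1 had the highest mean of markers of neurons outside the pineal, at 0.91 against -0.33 to -0.15 (0.858).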

How the results depend on the processing

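The limma-voom and gene length alternatives were chosen after the data were seen. The count of genes was 0 under 8 of 9 settings and without any single gland (0 to 0), and 9 without the filter on low values, where all 9 were under the main filter. The count of lists was 5 to 8 under the 9 settings, 0 with an estimated correlation, and 5 to 10 without single glands, the 10 without midnight 4. Camera calls lists in any grouping of these glands: the other 14 splits gave 4 to 12 lists and 726 to 1835 genes at an unadjusted p under 0.05, against 6 and 824, and 15 splits are too few for a share under 0.05. The mean of the melatonin synthesis list stayed positive throughout. It passed without the trend (0.16, camera adjusted p = 0.0489), with array weights (0.19, 0.0375), with limma-voom (0.22, 0.0234) and for genes of at least 200 bases (0.16, 0.0471), over a range of 0.0234 to 0.280 for the 9 settings, and the cause was not tested. Without single glands its mean ran from 0.10 without midnight 1 to 0.25 without midnight 3. Over the 9 settings the immediate early, cAMP-responsive, choroid plexus, heat shock and night-induced lists passed in 9, and the endothelial list in 8. The interferon-stimulated list, which did not pass in the main analysis, passed without the filter (camera adjusted p = 0.0218), with median-of-ratios scaling (0.0436), quantile normalisation (0.0481), no trend (0.0489), limma-voom (0.0302) and genes of at least 200 bases (0.0471), and without midday 1 (0.00012) or midnight 4 (0.0332), while its mean changed sign to 0.05 without midday 2 (0.779). Further lists that passed only with a gland left out were the acute inflammation list without midday 1 (-0.61, 0.0032) or midday 2 (0.54, 0.00011), astrocyte without midday 2 (0.0042), midnight 2 (0.0207) or midnight 4 (0.0229), pinealocyte without midday 1 (0.0447) or midnight 3 (0.0116), oligodendrocyte without midday 2 (0.0071) or midnight 2 (0.00036), phototransduction without midnight 3 (0.0019), hypoxia without midnight 2 (0.0384), and the PER arm (0.0311), mitochondrially encoded (0.0024) and smooth muscle (0.0152) lists without midnight 4. Of the lists that did not pass in the main analysis, the melatonin synthesis, adrenergic, PER arm and hypoxia lists kept the sign of their mean whichever gland was left out, and the others did not. The cause of these changes was not tested. None of the 100 named genes passed in 1473 alternative values. The sign differed in 27 of these, in 15 genes. Under quantile normalisation these were ASMT (-0.0314), TPH1 (-0.14), NEFH (-0.0128) and RN7SL1 (-0.14), and with array weights ASMT (-0.0132) and RN7SL1 (-0.0021). Without single glands the ranges that crossed 0 were those of DDC (-0.16 to 0.80), MT-ND4L (-0.11 to 0.79), ERMN (-0.16 to 1.12), HBA1 (-0.0378 to 0.44), MNDA (-0.19 to 0.32), RN7SL2 (-0.19 to 0.0871), RN7SL1 (-0.0828 to 0.11), ASMT (-0.25 to 0.32), SELE (-1.41 to 0.24), PDGFRB (-0.35 to 5.4e-05), HBA2 (-0.50 to 0.16), IGJ (-0.46 to 0.0318), RN7SK (-0.24 to 0.0190) and NEFH (-0.10 to 0.35). The cause of the sign changes was not tested. Depth limited the rows of few reads, such as the microRNAs. No paired analysis was possible because the labels give no numbers that pair midday with midnight glands.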

Other observations

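Apart from camera on the gene lists, the tests in this part were chosen only after the result was seen.

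The long noncoding RNA MEG3, made from the imprinted region of chromosome 14 band q32, had 215 and 157 RPM (reads scaled to a common library total) in the midday glands and 48.8 to 107 in the midnight glands. The region was picked because neighbouring rows there moved together. Over 103 rows from MEG3 to MEG9, with RTL1 left out, the sums were 231 ± 29.4 RPM at midday (SD, n = 2) and 104 ± 28.3 at midnight (SD, n = 4). The midday over midnight ratio of pooled reads was 0.948 for DLK1, the protein-coding neighbour with 4 to 13 reads per gland (95% counting interval 0.51 to 1.70), and 0.79 for DIO3OS on the other side (0.62 to 0.999), with the glands overlapping for both. On chromosome 9 the summed plus-strand OR1 genes stood at 26.4 ± 7.78 RPM at midday and 3.49 ± 1.60 at midnight, while PTGS1, upstream on the same strand, was at 210 ± 57.1 and 347 ± 74.96.

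The lower level of the chromosome 14 noncoding RNAs at midnight was set against 3 explanations. Counting noise in short genes is argued against by MEG3 and MEG8 together, whose midday over midnight ratio of pooled reads was 2.15 (95% counting interval 2.09 to 2.21), with both midday glands above all midnight glands. A general surplus of small nucleolar RNA at midday is argued against by 239 such genes elsewhere, with a median log2 difference of -0.11 (bootstrap interval -0.18 to -0.06) against -0.94 for 33 in the region. The most extreme window of 10 neighbouring genes there had a mean moderated t of 4.14 in size, 2 of the 15 splits of the glands had a window as extreme, the highest of the others at 8.96, and 15 splits are too few for a share under 0.05. Time of death and differences between donors, imprinting included, stay open as untested explanations.

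The OR1 genes on the plus strand of chromosome 9 were 7.66 times as high at midday (95% counting interval 6.79 to 8.66). Reads shared with olfactory receptor genes elsewhere are argued against by 260 such genes, whose ratio was 0.982 (0.944 to 1.02). Those genes lie outside the cluster, so reads shared among the OR1 genes within it were not tested and stay open. A transcript on the plus strand that spans the cluster stays open. The 4 minus-strand OR1 genes had a ratio of 0.878 (0.526 to 1.43), but that difference by strand had prompted the explanation and so does not support it, OR1J1 and OR1N1 had at most 1 read in a gland, and the strand setting of the counting was not given. The most extreme window had a mean moderated t of 5.33 in size, 2 of the 15 splits had a window as extreme, the highest of the others at 8.96, and the splits are too few for a share under 0.05. A donor difference at the locus and time of death stay open.

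The immediate early and cAMP-responsive lists passed camera toward midnight at the preset correlation and did not pass with an estimated correlation (adjusted p = 0.784 for both). Relative to the mean of all glands, midday 2 at 0.01 lay above midnight 1 at -0.14 in the immediate early list. No explanation tested could be excluded. A cellular stress response would raise the 50 heat shock, hypoxia and inflammation genes alike: the immediate early mean exceeded theirs by 0.40 more at midnight, but the lowest midnight gland (0.05) lay below the highest midday gland (0.06). With the astrocyte list mean as a covariate over the 6 glands, the midnight term of the cAMP-responsive list was 0.77 (95% interval -0.14 to 1.69) against 0.67 (-0.07 to 1.41) without it, and that of the immediate early list 0.34 (-0.50 to 1.19) against 0.51 (-0.33 to 1.35), and with the choroid plexus list mean as the covariate the terms were 0.64 (-0.69 to 1.97) and 0.43 (-1.06 to 1.92). Since the intervals included 0 without any covariate, this test with 6 glands decides nothing, and a larger share of astrocytes or of choroid plexus stays open. Of the 15 splits, 1 gave a cAMP-responsive mean as large, the real one at 0.669 in size against 0.667 for the highest other, and 3 gave an immediate early mean as large, with the real one at 0.51 and the highest other at 0.62, and 15 splits are too few for a share under 0.05. Time of death stays open, as do the manner of death and the interval to freezing, which were not examined.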
